# Bi-directional signalling between the intestinal epithelium and type-3 innate lymphoid cells (ILC3) regulates secretory dynamics and IL-22

**DOI:** 10.1016/j.mucimm.2023.11.002

**Published:** 2023-11-10

**Authors:** Emily Read, Ainize Peña-Cearra, Diana Coman, Geraldine M. Jowett, Matthew W H Chung, Isabelle Coales, Sofia Syntaka, Rachel E. Finlay, Roser Tachó-Piñot, Sjoerd van Der Post, Umar Naizi, Luke B. Roberts, Matthew R. Hepworth, Michael A. Curtis, Joana F. Neves

## Abstract

Type-3 innate lymphoid cells (ILC3) respond to localised environmental cues to regulate homeostasis and orchestrate immunity in the intestine. The intestinal epithelium is an important upstream regulator and downstream target of ILC3 signalling, however the complexity of mucosal tissues can hinder efforts to define specific interactions between these two compartments. Here, we employ a reductionist co-culture system of murine epithelial small intestinal organoids (SIO) with ILC3 to uncover bi-directional signalling mechanisms that underlie intestinal homeostasis. We report that ILC3 induce global transcriptional changes to intestinal epithelial cells, driving the enrichment of secretory goblet cell signatures. We find that SIO enriched for goblet cells promote NKp46^+^ ILC3 and IL-22 expression, which can feedback to induce IL-22-mediated epithelial transcriptional signatures. However, we show epithelial regulation of ILC3 in this system is contact-dependent and demonstrate a role for epithelial Delta-Like-Canonical-Notch-Ligand (Dll) in driving IL-22 production by ILC3, via subset-specific Notch1-mediated activation of T-bet^+^ ILC3. Finally, by interfering with Notch ligand-receptor dynamics, ILC3 appear to upregulate epithelial *Atoh1* to skew secretory lineage determination in SIO-ILC3 co-cultures. This research outlines two complimentary bi-directional signalling modules between the intestinal epithelium and ILC3, which may be relevant in intestinal homeostasis and disease.

## Introduction

Type-3 innate lymphoid cells (ILC3) are crucial players in the intestinal immune landscape^1^. Although unified by expression of interleukin-7 receptor subunit-α (IL-7Rα) and the transcription factor RAR-related orphan receptor (ROR)γt in the absence of other myeloid and lymphoid markers, ILC3 in the postnatal intestine are heterogenous and subsets include Natural Cytotoxicity Receptor (NCR)^+^ cells, CCR6^+^ CD4^+/-^ Lymphoid tissue inducer (LTi)- like cells and “double negative” (DN) populations which lack NCR expression and LTi-like markers^2^. Among these populations, NCR^+^ ILC3 and DN cells can express the type 1 transcription factor T-bet. These subsets are plastic, with redundant and non-redundant roles in the intestinal mucosa, including supporting barrier protection^3^, host defence^4^ and adaptive immune cell regulation^5^.

ILC3 are highly sensitive to their surrounding microenvironment^1^. A growing body of literature has identified numerous signalling modules between ILC3 and the intestinal epithelium that are important in a diverse range of homeostatic and inflammatory processes^6^. Much of this research has focused on the impact of ILC3 signals on the epithelium, with IL-22 taking centre stage for pleiotropic, context dependent and subset specific regulation of epithelial cells^7–9^. However, ILC3 can produce other cytokines and signalling factors which may synergise with IL-22 to regulate the epithelium^10,11^. Furthermore, epithelial-ILC3 signalling modules are likely bi-directional, with the intestinal epithelium primely located and highly adapted to sense not only signs of infection and damage, but also homeostatic variations in dietary and metabolic signals^12^. Of particular interest is how epithelial-ILC3 interactions change in inflammatory diseases, such as Inflammatory Bowel Disease (IBD). Hallmark changes to epithelial and ILC3 compartments in IBD include a significant reduction in the proportion and function of secretory goblet cell populations^13–15^ and NCR^+^ ILC3 subsets^16–18^.

To tease apart ILC3-epithelial intestinal interactions, we employed an *in vitro* co-culture system between murine epithelial small intestinal organoids (SIO) and small intestinal lamina propria (SILP) derived ILC3, which allows thorough interrogation of the communication between these compartments in a reductionist setting. This approach has been successfully used to describe the impact of ILC3 derived IL-22 on intestinal epithelial regeneration^19^ and to validate the upregulation of IL-22 target genes in the intestinal epithelium following co-culture with ILC3 activated by neural peptides^20^. We aimed to identify new signalling modules between ILC3 and the intestinal epithelium, and to characterize the impact of those pathways on epithelial and ILC compartments. We identify broad transcriptional changes to intestinal epithelial cells (IEC) by ILC3, notably the enrichment of secretory cell signatures. We then reveal the capacity of goblet cell enriched SIO to robustly maintain NKp46^+^ ILC3 in co-culture and induce expression of IL-22 in a contact dependent fashion. Finally, we outline a role for the Notch pathway in epithelial regulation of IL-22 production in T-bet^+^ ILC3 and the enrichment of secretory epithelial signatures by ILC3. This work dissects a critical component of the complicated network of signalling between the intestinal epithelium and ILC3, which is relevant in homeostatic intestinal function and may be disrupted in disease.

## Results and Discussion

### ILC3 promote epithelial secretory cell signatures in SIO co-cultures

To discern the impact of ILC3 on epithelial phenotype, we optimised co-cultures of SIO with ILC3 to sustain viability of both IEC and ILC3 for 4 days, sufficient time to capture sustained impact of ILC3 on a full cycle of epithelial differentiation from the Lgr5^+^ stem cell crypt. SIO co-cultures were established with a heterogenous population of ILC3 (SFig. 1A), which include CCR6^-^ NKp46^+/-^ subsets and CCR6^+^ post-natal LTi-like cells, to create a representative model of the ILC3 compartment. Viability of ILC3 in SIO co-culture was comparable to ILC3 suspension culture, however there was a small (~2%) reduction in the viability of ILC3 when cultured alone in Matrigel (SFig. 1B). Next, we compared the transcriptome of IEC isolated from SIO in co-culture with ILC3 (IEC + ILC3) to those cultured without ILC3 in the same culture conditions (IEC ONLY), as previously described for ILC1 co-cultures^21^ (Fig. 1A-B, SFig. 1C-D). In this dataset, 495 transcripts were significantly differentially regulated between IEC ONLY and IEC + ILC3 (Fig. 1C, FDR < 0.1; red for upregulated genes, blue for downregulated). 

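The epithelial arm of this experiment is described here by 3 IEC + ILC3 libraries, named A, B and C, which the sample labels call biological replicates 1, 2 and 3. SIO are small intestinal organoids, crypt-derived epithelial structures grown in Matrigel. They were co-cultured for 4 days with 5000 to 10000 ILC3 in medium with IL-2 and IL-7 at 20 ng/ml and IL-15 at 1 ng/ml, and IEC were then sorted by FACS as EpCAM-positive, CD45-negative cells (Fig. 1B). The organoid donors were 6 to 10 weeks old according to the paper and 6 to 8 weeks old according to the sample labels. The labels mark libraries A and B as used in the final analysis and library C as left out of it, and the heat maps of Fig. 1J and Fig. 4A show IEC + ILC3 A and B. The paper's text gives no reason for leaving out C, so values are given first over A and B, then with C. IEC ONLY libraries were not analysed here, so no fold change against IEC ONLY is given.

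RNA was converted to libraries with SMART-Seq2, a full-length cDNA protocol, and sequenced on an Illumina HiSeq instrument. The authors trimmed the reads with Trimmomatic, quantified transcripts with Salmon against Ensembl GRCm38.p6 and summed them to genes with tximport, and the deposited values are estimated counts in whole numbers. Library A held 17946361 counts, B 23142849 and C 28913885. At least 10 counts were found for 12549 genes in A, 12964 in B and 11986 in C, so the deepest library detected the fewest genes. Mitochondrially encoded genes took 2.69% of the counts in A, 2.74% in B and 2.39% in C. Counts were scaled by total depth (CPM) with edgeR's TMM factors, without correction for transcript length, so levels of different genes are not directly comparable as numbers of molecules. Between A and B the median absolute difference was 0.35 on the log2 scale over 11989 genes with at least 10 counts in both libraries. It was 0.50 between A and C and 0.57 between B and C. When each library was set against the other two with edgeR's quasi-likelihood test, 892 of 13604 genes differed in C at an adjusted p under 0.1, and 0 differed in A or in B. At an unadjusted p under 0.05 the test gave 92 genes for A and 292 for B, and DESeq2 called 2 and 16. With A or B alone, the spread came from a pair that holds C, and both such pairs lay further apart than A and B. The 0 for A and for B therefore does not show that these libraries agree.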

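In IEC + ILC3 the antimicrobial lectins Reg3b and Reg3g were the most abundant transcripts of all genes in libraries A and B. Reg3b reached 13295.5 ± 1256 CPM (SD, n = 2) and Reg3g 12293 ± 188 CPM (SD, n = 2), and these neighbouring genes lie on chromosome 6 of GRCm38, Reg3b from 78370657 to 78373466 and Reg3g from 78466269 to 78468872. In library C Reg3g was at 15814 CPM and Reg3b at 9201 CPM. Reads shared between the Reg3 genes were not examined, so the split between them is uncertain.

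Of the Paneth cell products labelled in Fig. 1C, the pentraxin Mptx2 was at 1152 ± 451 CPM (SD, n = 2), the defensin-activating protease Mmp7 at 727 ± 194 CPM, the phospholipase Pla2g2a at 71.6 ± 28.1 CPM and the defensin-related AY761184 at 46.4 ± 24.1 CPM. All 4 were higher in B than in A, so their level rests on which library is read, and library C gave 2230 CPM for Mptx2, 776 for Mmp7, 125 for Pla2g2a and 43.9 for AY761184. Tifa, an adaptor of NF-kB signalling, was at 79.1 ± 20.1 CPM, with 91.8 CPM in C. Ceacam1, a cell adhesion molecule, was at 904 ± 38.5 CPM. The drug efflux pump Abcb1a was at 113 ± 26.4 CPM, the steroid dehydrogenase Hsd17b2 at 12.5 ± 3.87 CPM and the chloride channel Ano1 at 22.0 ± 8.01 CPM. Library C held 1118 CPM of Ceacam1, 221 of Abcb1a, 12.9 of Hsd17b2 and 71.1 of Ano1. Of these labelled genes, Ano1 alone passed the test of C against A and B (log2 fold change 1.68, standard error 0.38, adjusted p = 0.0638 from edgeR's quasi-likelihood test), a call that was lost at a threshold of 0.05 and when a trend with GC content was removed. Its log2 fold change was then 1.77 (adjusted p = 0.101 from edgeR). Ugt1a8, a glucuronosyltransferase, was listed at 0 in all 3 libraries. It shares its last exons with the other Ugt1a genes, and how the counting divided such reads is not given in the sources used here.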

Ingenuity Pathway Analysis (IPA) predicted upregulation of cell movement and tumour associated functions, as well as downregulation of metabolic pathways and lipid transport in IEC + ILC3 (Fig. 1D-E). 

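Marker lists for the cell types of the crypt and villus, written before the data were examined, were summed in the IEC + ILC3 transcriptome. The lists differ in size and their sums are not corrected for transcript length. Sums and ratios between lists are therefore not shares of cells. Paneth genes held the largest sum of the cell type lists, 23104 ± 6022 CPM (SD, n = 2), with 24 of 25 measured members detected in A and B. The most abundant were the alpha-defensin Defa24 at 5200.0 ± 1213 CPM, the lectin Itln1 at 4038 ± 889 CPM and lysozyme Lyz1 at 3420 ± 329 CPM. Goblet genes summed to 4035 ± 704 CPM with 22 of 24 members detected, led by the trefoil peptide Tff3 at 901 ± 326 CPM, the mucus protein Fcgbp at 751 ± 107 CPM and the ribonuclease Ang4 at 632 ± 154 CPM. Enterocyte genes summed to 11975 ± 4061 CPM with 29 of 30 members detected, among them the brush border phosphatase Alpi at 1242 ± 332 CPM and Mttp, which loads lipoproteins with lipid, at 799 ± 141 CPM.

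Libraries A and B lay apart in these lists. The Paneth sum was 18846 CPM in A and 27362 in B, the goblet sum 3537 and 4533, and the enterocyte sum 14847 and 9104. The ratio of Paneth to enterocyte sums was therefore 1.27 in A and 3.01 in B. When a trend with transcript length was removed, the median log2 difference of B from A fell from 0.48 to 0.19 for Paneth genes. For enterocyte genes it went from -0.53 to -0.60. Library C lay between A and B for the Paneth list (26201 CPM) and the enterocyte list (10593 CPM) and just below A for the goblet list (3438 CPM). Ang4, which is in both the goblet and the Paneth list, was at 523 CPM in A, 740 in B and 863 in C. It thus added more to the goblet sum of C than to that of A. Over A, B and C the sums were 24136.5 ± 4618 CPM for Paneth, 3836 ± 605 CPM for goblet and 11514.5 ± 2980 CPM for enterocyte genes (SD, n = 3). Against A and B, edgeR's quasi-likelihood test called 6 goblet genes lower in C and 0 higher (8 lower and 1 higher when adjusted over the list alone). It called 1 Paneth gene, Defa20, lower (also 1 adjusted over the list alone) and 1 enterocyte gene, Npc1l1, lower (2 lower and 1 higher adjusted over the list alone). Defensin genes are near-identical copies, so the split of reads among them is uncertain. IEC ONLY libraries were not analysed here, and these sums describe the co-cultured arm alone.

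**Figure D1:**
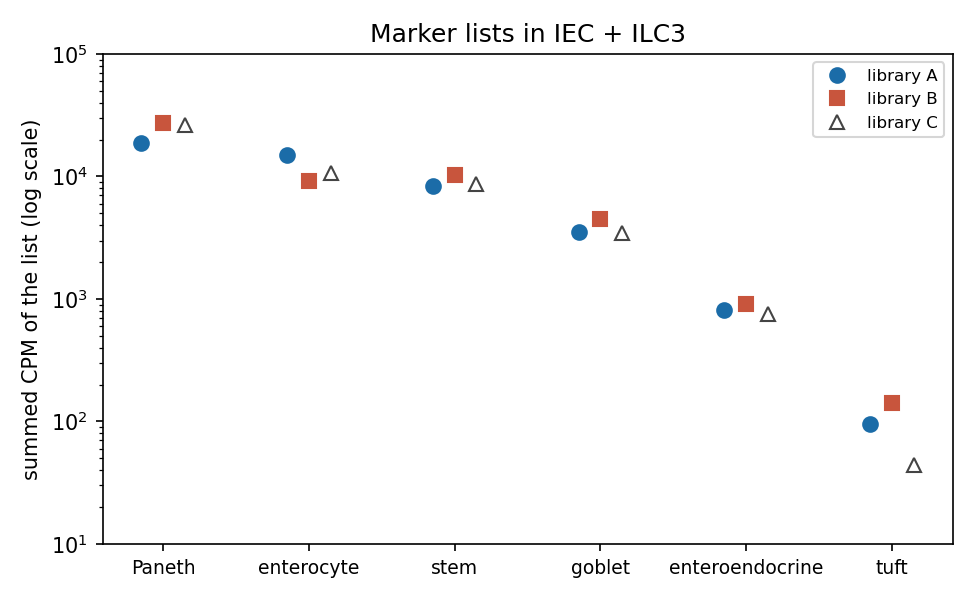
Summed CPM of 6 marker lists in each IEC + ILC3 library, on a log axis. Filled symbols are libraries A and B, used by the paper, and open triangles library C; the tuft sum is 95.04 CPM in A, 142 in B and 43.7 in C.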

Gene Set Enrichment Analysis (GSEA) of cell-type specific signatures^22^ revealed significant enrichment of secretory goblet and Paneth cell signatures in IEC + ILC3 (Fig. 1F-G), which was accompanied by a decrease in enterocyte profiles (Fig. 1H). Stem cell signatures were unaltered in IEC + ILC3 (Fig. 1I). 

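All 20 genes of a stem cell list written before the data were examined were detected in IEC + ILC3 libraries A and B, and their sum was 9298 ± 1372 CPM (SD, n = 2). The crypt base gene Olfm4 took most of it at 6918 ± 1322 CPM, followed by Prom1 at 637 ± 56.5 CPM and Smoc2 at 530 ± 2.29 CPM. Library A held 8328 CPM, B 10268 and C 8676, so C lay between the libraries that the paper used. Over the 3 libraries the sum was 9091 ± 1034 CPM (SD, n = 3). None of the 20 genes passed edgeR's quasi-likelihood test of C against A and B at an adjusted p under 0.1 (2 higher and 1 lower when adjusted over the list alone), and their median log2 difference was 0.01. In B, 14 of the 20 were above A, with a median log2 difference of 0.34, which has no replicate check.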

Expression of several canonical goblet (e.g *Spedf, Muc3, Muc2*) and Paneth (*Defa23, Mmp7, Lyz*) cell markers were increased in IEC + ILC3 when compared to IEC ONLY (Fig. 1J). 

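Among the goblet markers of Fig. 1J in IEC + ILC3, the secretory lineage factors Atoh1 and Spdef were at 18.4 ± 3.69 and 24.9 ± 3.47 CPM (SD, n = 2), the ribonuclease Ang at 32.7 ± 2.23 CPM, and the mucin genes Muc3 and Muc2 at 56.4 ± 7.89 and 237 ± 23.8 CPM. Of the Paneth markers, the alpha-defensin Defa23 was at 1955 ± 794 CPM, Mmp7 at 590 CPM in A and 864 in B, and Lyz1, which lies on chromosome 10 of GRCm38 from 117287797 to 117292868, at 3188 CPM in A and 3653 in B. These 3 lay above all the goblet markers named here. The Paneth marker Pla2g2a lay below Muc2 in A and B, but above it in C (125 against 50.5 CPM). In CPM per kilobase over A and B, Pla2g2a also lay above Muc2 (91.4 against 81.0). Library C, left out by the paper, gave 16.5 CPM for Atoh1, 24.7 for Spdef, 25.1 for Ang, 52.3 for Muc3, 1349 for Defa23 and 2641 for Lyz1. None of these 6 differed from A and B at an adjusted p under 0.1 by edgeR's quasi-likelihood test.

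Muc2, the main gel-forming mucin of the gut, lies on chromosome 7 of GRCm38 from 141690340 to 141754693 and was the exception. It had 254 CPM in A, 220 in B and 50.5 in C, a log2 fold change of -2.23 in C (standard error 0.32, adjusted p = 0.0228 from the same test). With C included its mean was 175 ± 109 CPM (SD, n = 3).

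The tuft markers Il25, Dclk1, Rgs22 and Cd244a were scarce, while Trpm5 of the tuft list was at 16.3 CPM in A and 29.2 in B. Il13ra1 and Trp53i11, also shown in Fig. 1J, were higher, at 78.5 ± 8.74 and 113 ± 19.1 CPM over A and B. Il25 had 9 counts in B, or 0.392 CPM with an exact 95% Poisson interval of 0.179 to 0.745 that covers counting error only, and 0 in A and C. Dclk1, a kinase used to mark tuft cells, was at 0.984 CPM in A, 8.28 in B and 0 in C. Against a floor of 3 counts it was at least 44.2-fold lower in C than the mean of A and B (adjusted p = 0.0909 from edgeR). Most of that mean came from B, so the bound rests mainly on that library. The call was lost at a threshold of 0.05, with DESeq2 size factors and with a length or GC trend removed. The log2 fold change of Dclk1 hardly moved, from -9.75 to -9.61 (length) and -9.78 (GC). Rgs22 was at 0.765, 0.0872 and 0 CPM. The floor of 3 counts is 0.105 CPM in C. Cd244a, which the paper names as Cd244, was at 4.26 CPM in A, 2.88 in B and 0 in C. It was also called lower in C, at least 34.0-fold below the mean of A and B against that floor. Cd24a, which Paneth and other crypt cells also express, was at 416 ± 159 CPM in A and B and lower in C at 112 CPM (log2 fold change -1.90, standard error 0.40, adjusted p = 0.0562 from edgeR). Of the enteroendocrine markers, the granule protein Chga was at 98.4 ± 26.8 CPM and Neurog3, the lineage's determining factor, at 55.5 ± 13.0 CPM. The enterocyte markers of Fig. 1J named here were all higher in A than in B. The protease Mep1b was at 319 and 197 CPM and the anion exchanger Slc26a6 at 221 and 133 CPM. The chemokine Ccl25 was at 354 and 214 CPM and the sterol transporter Npc1l1 at 156 and 142 CPM. Npc1l1 was lower in C at 55.4 CPM (log2 fold change -1.43, standard error 0.30, adjusted p = 0.0562 from edgeR). Of the stem markers, Ascl2 was at 25.5 ± 4.89 CPM, and Lgr5, the receptor that marks crypt base stem cells, at 293 ± 51.9 CPM, below Smoc2. The calls for Cd24a and Npc1l1 were lost at a threshold of 0.05 and, with log2 fold changes of -1.98 and -1.29, when a trend with GC content was removed (adjusted p = 0.103 and 0.102 from edgeR). IEC ONLY was not analysed here. From the higher marker levels in IEC + ILC3 than in IEC ONLY, with the cell type signatures and the Muc2 imaging, the paper concludes that ILC3 promote enrichment of some secretory epithelial signatures.

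**Figure D2:**
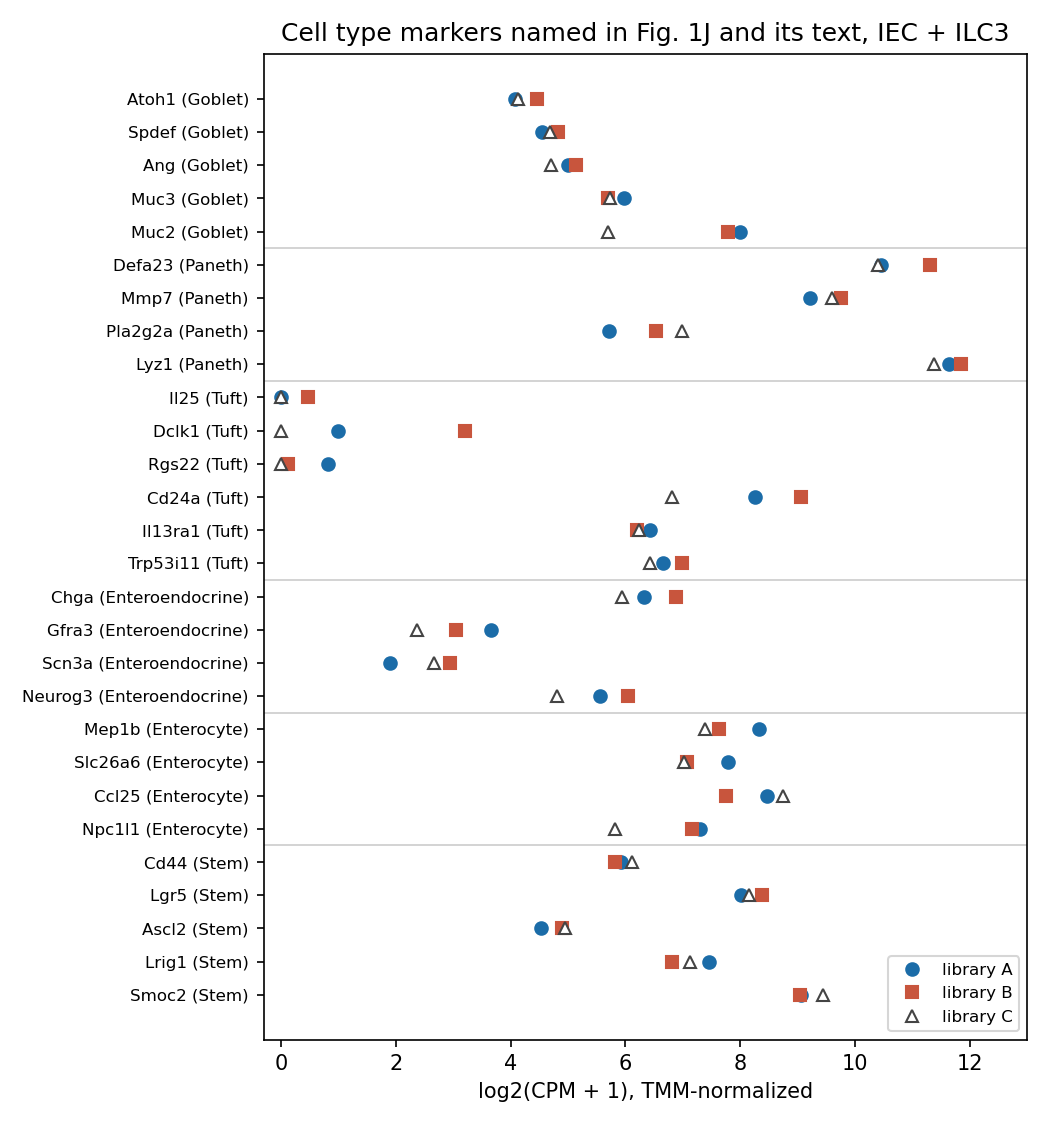
Level of each cell type marker in the 3 IEC + ILC3 libraries as log2(CPM + 1). Circles are library A, squares library B and open triangles library C; Muc2, Cd24a and Npc1l1 lie lower in C, as does Dclk1, which is at 0 there, and Il25 and Rgs22 lie near 0 in all 3.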

Muc2 enrichment was also detected by immunofluorescence when using mCherry-MUC2 expressing transgenic mouse organoids that were co-cultured with ILC3s when compared to mCherry-MUC2 organoids cultured alone (Fig. 1K, L). However, despite observing a higher tendency within Lysozyme staining area for Paneth cells, we did not observe any significant increase (Fig. 1M, N). We therefore conclude that ILC3 promote enrichment of some secretory intestinal epithelial signatures in an SIO model system.

### Goblet cells maintain NKp46^+^ ILC3 in co-culture and promote IL-22 production

Given the upregulation of secretory IEC signatures by ILC3, we next sought to characterise how these secretory cells may impact ILC3 in co-culture (Fig. 2A). In conventional SIO culture, the proportion of Paneth and goblet cells is reduced when compared to primary tissue (SFig. 2A). We therefore generated SIO enriched for Paneth cells (Paneth cell enriched SIO, PAN) and goblet cells (goblet cell enriched SIO, GOB), modified from established protocols^23^ (SFig. 2B). Differential expression of *Lyz1* and *Muc2* was seen in PAN and GOB respectively, validating these enrichment processes (SFig. 2C). NCR^+^ ILC3 subsets are of interest as important homeostatic producers of IL-22^24^ and for the reduced proportion of these cells in the intestinal mucosa of individuals with IBD^16–18^. Following co-culture with GOB we observed a significant increase in the proportion of NKp46^+^ ILC3 when compared to SIO or PAN co-culture, with the proportion of NKp46^+^ ILC3 comparable to that seen in LP ILC3 (Fig. 2B-C, SFig. 2D). Expression of NKp46 in ILC3 was higher following GOB co-culture when compared to SIO (Fig. 2D), as expected by the increased proportion of NKp46^+^ ILC3. We then separately seeded NKp46^-^ and NKP46^+^ ILC3 into co-culture with SIO or GOB (SFig. 2E). When compared to conventional co-culture with SIO, GOB only increased the proportion of NKp46^+^ ILC3 in co-cultures seeded with NKp46^-^ ILC3, but not NKp46^+^ ILC3 (Fig. 2E). This was not driven by a change in the total number of ILC3 obtained from co-cultures (SFig. 2F). This suggests that the GOB promote expression of NKp46 in NKp46^low^ or NKp46^-^ ILC3.

Given the robust ability of GOB to maintain the proportion of NKp46^+^ ILC3 in co-culture, we next aimed to characterise if goblet cells influence ILC3 cytokine profile (SFig. 2G). In conjunction with IL-22, ILC3 can also produce IL-17 and IFNγ in a subset and stimulation dependent fashion^25,26^. Under non-polarising stimulation conditions, GOB increased the proportion of IL-22^+^, but not IL-17^+^ or IFNγ^+^ ILC3 when compared to co-culture with SIO (Fig. 2F-H). Unlike IL-17 and IFNγ, IL-22 expression increased in ILC3 co-cultured with GOB when compared to SIO (Fig. 2G). IL-22 has a number of known epithelial transcriptional targets, including the Reg3 family of AMPs^27^, which reinforce the mucosal barrier. To assess the possible feedback of goblet cell induced IL-22 on the epithelium, EpCAM^+^ IEC and CD45^+^ RORγt^+^ ILC3 were FACS purified from SIO and GOB cultures and ILC3 co-cultures respectively (SFig. 2H). As expected from our previous data, *Il22* transcripts were increased in ILC3 co-cultured with GOB when compared to SIO (SFig. 2I). Concomitantly, expression of the IL-22 target gene *Reg3g* was higher in both SIO and GOB IEC isolated from ILC3 co-cultures in comparison to culture without ILC3 (Fig. 2I), which is consistent with our RNAseq dataset (Fig. 1C). Notably, *Reg3g* expression was highest in IEC from stimulated GOB-ILC3 co-cultures (Fig. 2I). These results suggest that goblet cells maintain NKp46^+^ expression and promote IL-22 production, which can feedback to upregulate epithelial protective barrier components. To determine if goblet cell regulation of ILC3 phenotype was mediated by soluble factors, co-cultures were established in a porous transwell system that physically separates organoids and ILC3 (Fig. 2J). IL-22 expression by ILC3 was reduced in SIO and GOB transwell co-cultures when compared to matrix co-cultures (Fig. 2K, SFig. 2J), suggesting the importance of physical contact in epithelial mediated regulation of ILC3 derived IL-22. Through live imaging of co-cultures established with RORγt^GFP^ ILC3 and SIO derived from mCherry-MUC2 mice, co-localization of ILC3 and Muc2^+^ cells was detected in our system (Fig. 2L, supplementary video 1). We sought to identify this interaction in mouse small intestinal tissue and we observed wheat germ agglutinin (WGA)^+^ goblet cells in close proximity to CD3^-^ RORγt^+^ ILC3 suggesting that ILC3 may physically interact with goblet cells *in vivo* (SFig. 2K).

### ILC3 and intestinal epithelial cells interact via the Notch pathway

As Notch signalling is dependent on physical interaction^28^, we hypothesised that epithelial modulation of ILC3 in our system was driven by the Notch pathway. Metanalysis of available scRNAseq of the murine small intestinal epithelium^22^ confirmed that goblet cells are enriched for the Notch ligands Delta-Like-Canonical-Notch-Ligand (Dll) 1 and Dll4 (Fig. 3A-C). Expression of *Dll1* and *Dll4* is increased in GOB when compared to conventional SIO (Fig. 3D-F). Metanalysis of a publicly available bulk RNAseq dataset of PAN and GOB^29^ revealed that *Dll1* is enriched in GOB, but not PAN, when compared to conventional SIO (SFig. 3A), offering a potential mechanism for the difference in IL-22 upregulation in PAN and GOB co-cultures (Fig. 2B-D). To validate the importance of goblet cell derived Notch ligands in regulation of ILC3 derived IL-22, we employed siRNA mediated knockdown of Dll in GOB prior to co-culture (Fig. 3G, SFig. 3B). In co-cultures, the proportion of Dll1^+^ IEC and fold change in Dll1 protein expression was reduced in GOB following siRNA mediated knockdown (Fig. 3H-J). Importantly, ILC3 isolated from these cultures had significantly reduced *Il22* expression when compared to those in co-culture with GOB transfected with non-targeting Negative Control (NC) siRNA (Fig. 3K). It is important to note that the siRNA knockdown could have an impact on the number and composition of cells in the organoids. Nevertheless, these data suggest that the epithelium, particularly goblet cells, act as a source of Notch ligands in the intestine to regulate ILC3.

The transcription factor T-bet is required for the development and maintenance of NKp46^+^ ILC3 subsets^30^. Although not yet fully defined, there is an intersection between Notch and T-bet in regulating NCR^+^ ILC3^31–33^. We found Notch1 extracellular receptor expression is enriched in T-bet^+^ NKp46^+^ ILC3 in the SILP (SFig. 3C). To determine the role of T-bet in Notch1 mediated upregulation of IL-22 by GOB in our system, we quantified active Notch1 signalling via intracellular flow cytometric analysis of the cleaved Notch1 Intracellular Domain (NICD), which is generated following Notch1 receptor activation (SFig. 3D). We observed an increase in NICD^+^ IL-22^+^ double positive cells in T-bet^+^ ILC3, but not T-bet^-^ ILC3, in co-culture with GOB (Fig. 3L-M). Protein expression of IL-22 and the abundance of cleaved NICD was increased specifically in T-bet^+^ ILC3 by GOB co-culture (Fig. 3N-O). These results highlight the key subset-specific role for the Notch pathway in regulating ILC3 function, whereby T-bet^+^ ILC3 subsets are sensitive to goblet cell derived Notch signals and respond via production of IL-22 (Fig. 3P).

We next considered the possible contribution of Notch mediated interaction between ILC3 and the epithelium to the skewed differentiation of secretory cells initially observed in our transcriptional dataset (Fig. 1). Notch signalling is important in secretory epithelial lineage determination, through Dll and Notch receptor mediated lateral inhibition of the secretory transcription factor Atoh1^34^. Gene set variation analysis (GSVA) of a defined murine Atoh1 targetome^35^ revealed significant enrichment of *Atoh1* and *Atoh1* target genes in IEC + ILC3 (Fig. 4A-C), a signature not described to the same extent in literature supplementing IL-22 into organoid cultures in the absence of ILC3. 

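Atoh1, the transcription factor that commits progenitors to the secretory lineage, lies on chromosome 6 of GRCm38 from 64729125 to 64731245 and had 289 counts in IEC + ILC3 library A, 482 in B and 472 in C. These are 15.8, 21.0 and 16.5 CPM, so C lay between the libraries shown in Fig. 4A. Of the target genes printed in Fig. 4A, the highest on average over A and B was Tff3, a mucus-stabilising trefoil peptide, at 670 CPM in A and 1131 in B, then Prom1 at 677 and 597 CPM. Prom1 was the higher of the pair in A and in C. The glycosyltransferase Gcnt3, which builds mucin core structures, was at 164 ± 35.7 CPM (SD, n = 2) and the pancreatic colipase gene Clps at 157 ± 30.0 CPM. Guca2a, which encodes guanylin, was at 60.9 ± 1.75 CPM and Bhlha15, a factor of secretory cell maturation, at 22.3 ± 6.64 CPM. The fucosyltransferase Fut2 was at 8.72 ± 4.68 CPM, with 5.41 CPM in A and 12.0 in B. Ttc39a, Fxyd3 and Tcf7l2 were also higher in B than in A, at 33.4 and 60.3, 26.5 and 56.8, and 64.3 and 106 CPM.

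In library C, Tff3 was at 603 CPM, Prom1 at 647, Gcnt3 at 146, Clps at 198, Guca2a at 69.1, Bhlha15 at 9.61, Fut2 at 10.6, Ttc39a at 33.4, Fxyd3 at 31.6 and Tcf7l2 at 197 CPM. Atoh1 and the 15 targets read from the figure gave no call in C against A and B, with the lowest adjusted p at Tcf7l2 (log2 fold change 1.21, standard error 0.34, adjusted p = 0.102 from edgeR's quasi-likelihood test). Tcf7l2 was called under 4 alternatives, the DESeq2 Wald test, no filter, a filter of 10 counts in every library, and removal of the length trend. The targets were read from the figure, and no gene set test was run on them.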

We did not see upregulation by RT-qPCR of *Atoh1*, the goblet cell markers *Muc2* or *Tff3* or the Paneth marker *Lyz1* following 24 hours of SIO treatment with 10 ng/ml IL-22, although upregulation of *Fut2* and *Reg3g* was seen (Fig. 4D). This is in line with recent findings which use cytokine addition to SIO to describe dichotomous goblet cell responses to IL-13 and IL-22^9^. Thus, we hypothesise a mechanism by which ILC3 may skew secretory vs absorptive differentiation through binding of Notch ligands in progenitor epithelial populations (Fig. 4E).

Utilising a reductionist co-culture system, we describe two new complimentary Notch mediated signalling modules between the epithelium and ILC3. Although the Notch pathway is known to play a role in the maintenance of NCR^+^ ILC3, this has largely been determined through the use of feeder cell lines engineered to express Dll1 and Dll4 (OP9-DL1, OP9-DL4), which are not representative of intestinal tissue^31–33^. As such, it has remained unclear what cellular sources provide these ligands to ILC3 within the primary intestine, and teasing this apart in the multifactorial and multicellular *in vivo* environment is challenging. The reductionist organoid model we describe has provided an elegant approach to identify the epithelium, particularly goblet cells, as a potential local intestinal source of Notch ligands for ILC3. A caveat to our findings is that GOB may not be exclusively enriched for goblet cells (as previously described^29^), and the possible contribution of other epithelial cell types cannot be entirely excluded. Notch ligands are also expressed by other non-epithelial cells in the small intestinal microenvironment, including stromal fibroblasts^36^, with further work needed to define the contribution of other cellular sources of Notch ligands in regulating ILC3. Our results do however add detail to the description of Notch in subset specific regulation of ILC3, highlighting the ability of the epithelium to promote IL-22 specifically in T-bet^+^ ILC3 via Notch1 activation. This is likely regulated by complex epigenetic and chromatin remodelling machinery, with an interesting candidate for future research being the catalytic subunit of the chromatin-remodelling BAF complex Brahma-related gene 1 (Brg1), which promotes expression of *Tbx21* in ILC3 through histone modification and is necessary for OP9-DL4 mediated upregulation of NKp46 in cultured ILC3^31^.

The enrichment of DLL1 in human intestinal goblet cells (SFig. 4) provides exciting potential translation of the mechanism we describe. This could be particularly pertinent in the context of IBD, where a reduction in *DLL1* expression within goblet cells has been reported^37^. Our work postulates a causative mechanistic link between a decrease in goblet cells and the characteristic loss of NCR^+^ ILC3 observed in this disease^16–18^. Furthermore, the ability of ILC3 to directly skew absorptive versus secretory epithelial lineage dynamics could also have substantial implications in IBD, as absorptive intestinal epithelial progenitors are significantly enriched in some IBD cohorts, which may degrade barrier function through loss of protective secretory populations^13^. Overall, our findings further demonstrate organoids as a powerful tool to study epithelial-immune interactions^38^. The exquisite amount of experimental control offered by this system can continue to develop our understanding epithelial-ILC interactions in fine detail, to outline mechanisms that may underpin intestinal homeostasis and be dysregulated in clinically relevant diseases.

## Methods

### Animals

CD45.1, C57BL/6J B6.SJL^PtprcaPepcb/BoyCrl^ (CD45.1) mice were a generous gift from Professor T. Lawrence. RORγt–GFP (green fluorescent protein, RORγt^GFP^), C57Bl/6J reporter mice were a generous gift from G. Eberl^39^. All animals were maintained at Charles River and in the New Hunt’s House King’s College London animal facilities by Biological Services Unit staff. Animals were maintained with enrichment in specific pathogen-free conditions with a 12-h light/12-h dark cycle, at ~19–22 °C and ~50% humidity in accordance with the UK Animals (Scientific Procedures) Act 1986 (UK Home Office Project License PPL:70/7869 to September 2018; P9720273E from September 2018).

### SIO establishment and culture

SIO cultures were established from the distal (ileum) small intestine of female 6-10 week old CD45.1 mice and maintained in Matrigel (Corning) or Cultrex (R&D) following established protocols^40^. SIO were propagated in basal medium (Advanced DMEM/F12 (Adv-F12), 2 mM GlutaMAX, 10 mM HEPES, 1× antibiotic– antimycotic, 1× N-2 supplement, 1× B-27 supplement, all Thermo Fisher; 1mM acetyl-l-cysteine, Sigma) supplemented with 50 μl/ml from both R-spondin (RSpo1-Fc) and Noggin cell lines and epidermal growth factor (50 ng/ml, R&D), termed ENR media. SIO were passaged every 4-6 days by mechanical disruption and cultured at 37 °C, 5% CO_2_ as previously described^40^. The RSpo1-Fc cell line was a gift from C. Kuo (Stanford University, USA) and the Noggin cell line was a gift from the Hubrecht Institute.

Paneth cell enriched (PAN) and goblet cell enriched (GOB) SIO were generated following a protocol modified from^23^. Briefly, organoids were mechanically disrupted and seeded into media containing 3 μM CHIR99021 (Axon) and 1 mM Valporic acid (Sigma) to expand the stem cell compartment. After 24 hours organoids were washed (without disrupting the matrix bubble) 2-3 times in Adv-F12 for 3-4 minutes, to thoroughly remove stem cell media. Media was changed to either ENR media (for conventional SIO), or additionally supplemented with 3 μM CHIR99021 and 10 μM DAPT (Sigma) for Paneth cell enrichment (PAN) or 2 μM IWP-2 (Sigma) and 10 μM DAPT for goblet cell enrichment (GOB).

For IL-22 treatment, organoids were harvested and passaged as above. Following 24 hours media was removed and replaced with ENR media supplemented with 10 ng/ml recombinant murine (rm)IL-22 (R&D). Organoids were harvested after 24 hours for analysis by RT-qPCR.

### Isolation of ILC3 from the murine lamina propria

ILC3 were isolated from the SILP of littermate 6-12 week old female RORγt^GFP^ mice following established protocols^41^. Briefly, intestines were harvested, and mesenteric fat and Peyer’s Patches removed. Tissue was then opened longitudinally and thoroughly cleaned in ice-cold PBS to remove luminal material. 0.5 cm-1 cm intestinal sections were incubated in epithelial cell removal buffer (5 mM EDTA and 10 mM HEPES in Hanks’ balanced salt solution (HBSS), Gibco) for 2 × 15 min with gentle shaking at 37 °C. Following a series of washes in ice-cold PBS, tissue was minced for extensive digestion in digestion buffer (collagenase (500 μg/ml), dispase (0.5 U/ml), DNase1 (500 μg/ml), 2% fetal bovine serum (FBS) in HBSS) for 2 × 15 min with gentle shaking at 37 °C. Digested samples were then filtered through a 40 μm strainer in neutralisation buffer (DMEM (Sigma), 20% FBS, 20 μM β-mercaptoethanol (R&D)) and lymphocytes isolated through 80%-40% isotonic Percoll density gradient separation via centrifugation for 25 min at 900 x *g* with no acceleration or deceleration breaks. The lymphocyte laden interphase between 40%-80% Percoll was collected in ice-cold PBS and filtered through a 40 μm strainer. Lymphocytes were then rinsed with PBS and stained with fixable LIVE/DEAD Fixable Blue Dead Cell Stain (ThermoFisher) for 15 min in the dark at 4 °C according to manufacturer´s instructions. Dye was quenched with PBS2 (PBS (Gibco), 2% FBS) and Fc receptor blockade following incubation with 0.25 mg/ml anti-CD16/CD32, clone 93 (2B Scientific) for 10 min at 4 °C. Extracellular staining was then completed following standard flow cytometry protocols (1 μl antibody/100 μl sorting buffer/5 million cells), incubation with antibody for 30 min in the dark at 4 °C, prior to rinsing and resuspension in PBS2. Antibodies for ILC3 isolation were as follows: CD3–Fluor450 (RB6-8C5), CD5–Fluor450 (53-7.3), CD19–Fluor450 (eBio1D3), Ly6G–Fluor450 (RB6-8C5), CD45–BV510 (30-F11, BioLegend) CD127–APC (A7R34), NKp46–PE/Cyanine7 (29A1.4), all eBioscience (with the exception of CD45). ILC3 were defined as CD45^+^, Lineage^-^ (CD3e, CD19, CD5, Ly-6G/Ly-6C), CD127^+^, RORγt^+^ and additionally NKp46+/- where defined. ILC3 were sorted on a 70 μm nozzle using a BD FACSAria II/III into ice-cold Adv-F12 and used immediately for co-culture experiments.

### Establishing ILC3-organoid co-cultures

Co-cultures between ILC3 and organoids were established following a modified protocol from^42^. In short, 5000-10,000 sorted ILC3 were centrifuged (300 x *g* for 5 min at 4 °C) with freshly disrupted SIO (for RNAseq experiments), or 100-150 3 day old SIO, PAN or GOB, resuspended in 15-30 μl of Matrigel or Cultrex and plated on a 48-well or round bottom- 96 well plate. Cultures were incubated at 37 °C, 5% CO_2_ in ENR media supplemented with 50 mM β-mercaptoethanol, 20 ng/ml rhIL-2 (Sigma) and 20 ng/ml rmIL-7 (R&D). Co-cultures for RNAseq experiments were additionally supplemented with 1 ng/ml IL-15 (R&D), and harvested for analysis following 4 days of co-culture. Otherwise, co-cultures were analysed following overnight culture.

### Cell isolation from co-cultures

Co-cultures were processed for FACS purification or flow cytometric analysis following protocols modified from^21^. For stimulation, following 24 hours co-cultures were stimulated with 10 ng/ml phorbol myristate acetate (Sigma) and 1 μM ionomycin (Sigma) (P/I) for 4-5 hours. 2 μg/ml Brefeldin A (eBioscience) and 2 μM Monensin (Sigma) was added at the time of stimulation. To harvest co-cultures for FACS purification or flow cytometric analysis, matrix bubbles were rinsed in PBS and dissociated either in 15 ml tubes or the plate (if cultures established in round bottom 96-well plate) via addition of TrypLE (Gibco) + DNAse (250 μg ml) for 20 min at 37 °C. Cultures were then mechanically disrupted to obtain single cells and rinsed in PBS2 prior to filtration through a 70 μm strainer. Cells were then processed for live/dead staining, Fc receptor blockade and extracellular staining as described above. Extracellular antibodies used were as stated above, without addition of CD127-APC and with addition of EpCAM-APCcy7 (G8.8), Dll1-APC or -PE (HMD1-3) and Dll4-APC or PE (HMD4-1) (all BioLegend) as stated.

For FACS purification of IEC and ILC3 for downstream analysis by RT-qPCR, cells were sorted (as described above) into Buffer RLT (Qiagen) plus β-ME and immediately frozen on dry ice and stored at -80 °C.

For flow cytometric analysis, cells were either run immediately on a BD Fortessa 2/3 (if only extracellular staining was performed) or processed for intracellular staining. Here, cells were rinsed in PBS and processed for intracellular staining using the Foxp3 staining kit (Thermo Fisher Scientific) following manufacturer´s protocols. In short, cells were fixed and permeabilised prior to intracellular staining for 1-2 hours at room temperature in the dark.

Cells were then rinsed and analysed on a BD Fortessa 2/3. Antibodies used as stated for intracellular staining were as follows: IL-22-APC (IL22JOP, eBioscience), IL-17A-PE/Dazzle (TC11-18H10.1, BioLegend), IFN-γ- PerCPeFluor710 (XMG1.2, eBioscience), RORγt-BV786 (B2D, Invitrogen), T-bet-BV711 (4B10, BioLegend), NICD-PE (mN1A, BioLegend).

### RNAseq dataset production and analysis

The RNAseq dataset presented was generated concurrently with our previously published dataset describing changes to IEC transcription in SIO co-cultured with ILC1^21^. As previously described^21^, SIO were harvested isolated by FACS as described above into RLT (QIAGEN) lysis buffer. RNA was harvested using an RNeasy MicroRNA isolation kit (QIAGEN), and RIN values were assessed using an RNA 6000 Pico Kit (Agilent). The library was prepared using SMART-Seq2 and sequenced using an Illumina HiSeq 4000 at the Wellcome Trust Oxford Genomics Core, where basic alignment (GRCm38.ERCC (2011)) and quality control were also performed. Raw data in FASTQ files were analysed by FastQC v0.11.8 to identify quality issues. Acceptable data were trimmed by Trimmomatic 0.39 to remove poor quality reads and adapter sequences. Processed transcripts were indexed and aligned to GRCm38.p6 v98 from Ensembl using Salmon 0.14.1 to quantify transcript-level read counts, which were summarised to gene-level counts by tximport 1.13.16. Differential gene expression analysis (DGEA) was performed using DESeq2 1.25.13 on R 3.6.1. Results were imported into Ingenuity Pathway Analysis (Qiagen) Fall 2019 release for further functional analyses. Gene set enrichment analysis (GSEA) was performed using customised gene sets for specific cell types on the software (Broad Institute)^43,44^. These customised gene sets were comprised of the top 100 differentially expressed genes for enterocyte, goblet cell, Paneth cell, stem cell, tuft cell and enteroendocrine cells from the single cell transcriptome of mouse small intestinal epithelium^22^. Gene set variation analyses (GSVA)^45^ was performed using a Atoh1 targetome gene set defined by unbiased genome wide approaches of the murine transcriptome^35^.

### RT-qPCR

Cells were harvested and rinsed in PBS prior to lysis in Buffer RLT (Qiagen) plus 10 μl/ml β-ME. RNA was extracted using an RNeasy MiniRNA isolation kit (QIAGEN) and complementary DNA libraries produced using RevertAid (Fisher) with random hexamer primers. RT-qPCR was completed using Fast SYBR Green Mix (Applied Biosystems) run on a CFX384 Touch real-time PCR detection system (Bio-Rad) or TaqMan Gene Expression Master Mix (Applied Biosystems) with fluorescein amidite probes. All kits were used following manufactures instructions. Samples were run in technical triplicate, with no template controls and melting curves included for quality control. ΔCt values were normalized to the housekeeping gene *Hprt1*. Primers were verified via BLAST against the *Mus musculus* genome via ensemble.org. Primer sequences are outlined in Supplementary Table 1.

### siRNA transfection

SIO were harvested and mechanically disrupted as for passage. Transfection was completed with the TriFECTa RNAi Kit (IDT) and Lipofectamine 2000 (Invitrogen), following manufacturer instructions, and using a protocol modified from^46^. Dicer-substrate siRNAs (DsiRNAs) were acquired from IDT (Dll1: mm.Ri.Dll1.13.1, mm.Ri.Dll1.13.2 and mm.Ri.Dll1.13.2. Dll4: mm.Ri.Dll4.13.1, mm.Ri.Dll4.13.2 and mm.Ri.Dll4.13.3. Non-targeting: Negative Control DS NC1) using a predesigned and computationally validated library. 100-200 crypt structures were transfected with the appropriate siRNA complexes to a final concentration of 1 μM in transfection media (Adv-F12, 10 mM HEPES, 1 mM sodium pyruvate), via centrifugation at 300 x *g* for 5 min at 37 °C, prior to 4 hour incubation at 37 °C, 5% CO_2_. Crypt structures were then rinsed in Adv-F12, plated in Matrigel, goblet enrichment and ILC3 co-culture performed as previously described.

### Immunofluorescence of mouse intestinal organoids

For live imaging of goblet cells and RORyt^+^ ILC3 co-cultures, RORyt^+^ GFP ILC3 were isolated from mouse intestinal lamina propria and co-cultured with organoids from mCherry-MUC2 transgenic mice^47^. Images of living cells incubated at 37°C, 5% CO2 for 2-3 hours were acquired every 5 minutes using Incucyte Live-Cell Analysis System´s 10x objective.

In order to quantify goblet cells and Paneth cells in our co-culture system, freshly disrupted mCherry-MUC2 organoids and SIO were co-cultured for 2 days alone or with ILC3s, removed from Matrigel and fixed with 4% Paraformaldehyde (PFA) for 30 minutes at RT. mCherry-MUC2 organoids were washed with PBS and stained with Hoechst 33342 nucleic acid stain (Invitrogen, H3570) for 30 minutes at RT in the dark. For SIO staining of Paneth cells, organoids were blocked with FBS solution and stained with lysozyme (ThermoFisher, PA5-16668) overnight at 4°C. The following day, organoids were washed and stained with Hoechst (Invitrogen, H3570) for 30 minutes at room temperature in the dark. After several washing steps, organoids were embedded back into Matrigel and visualized with THUNDER. Area percentage for Muc2, Lyz and Hoechst was calculated using Image J.

### Immunofluorescence of mouse small intestinal tissue

Small intestine was harvested from RORγt–GFP C57Bl/6J reporter mice, split longitudinally, washed in PBS and fixed in 4% PFA for 24 hours. Then, the tissue was cryopreserved with a 30% sucrose solution for 24 hours and embedded in OCT. Next, 30μm sections were cut at -20 degrees Celsius using a Leica CM1950 cryostat and stored at -80. Tissues were rehydrated in 0.5% BSA in PBS for 10 minutes and blocked with 5% BSA and 0.1% Triton-X 100 in PBS for 1 hour. Tissues were then stained with anti-GFP (Invitrogen, A21311), anti-mouse CD3-biotin (Invitrogen, 13-0033-82) and anti-WGA (Invitrogen, W2464) overnight at 4°C. The following day slides were washed with PBS 3 times for 5 minutes, then stained with SA-AF647 (BioLegend, 405237) at RT for 1-2 hours. Slides were then washed again and stained with DAPI (Merck, D9542-10MG). After washing them, tissues were mounted with Prolong gold mounting medium. Images were acquired on a Leica TCS SP8 X WLL inverted confocal microscope, with HC Plan Apochromat 63x CS2 (NA = 1.40) oil lens. Images of the tissue were captured at 1024x1024 pixels with line averaging of 3 onto HyD or PMT detectors. Images were analysed on FiJi (ImageJ) software and only the maximum intensity projections of these 3D stacks are shown in the results.

### Statistics and graphics

Flow cytometry data was acquired on a Fortessa II (BD Biosciences) using DIVA software and analysed using FlowJo 10.4.1. Statistical analysis were performed in GraphPad Prism version 8.1.2. Graphics were produced in Inkscape.

## Supplementary Material

Supplementary Materials

## Figures and Tables

**Figure 1:**
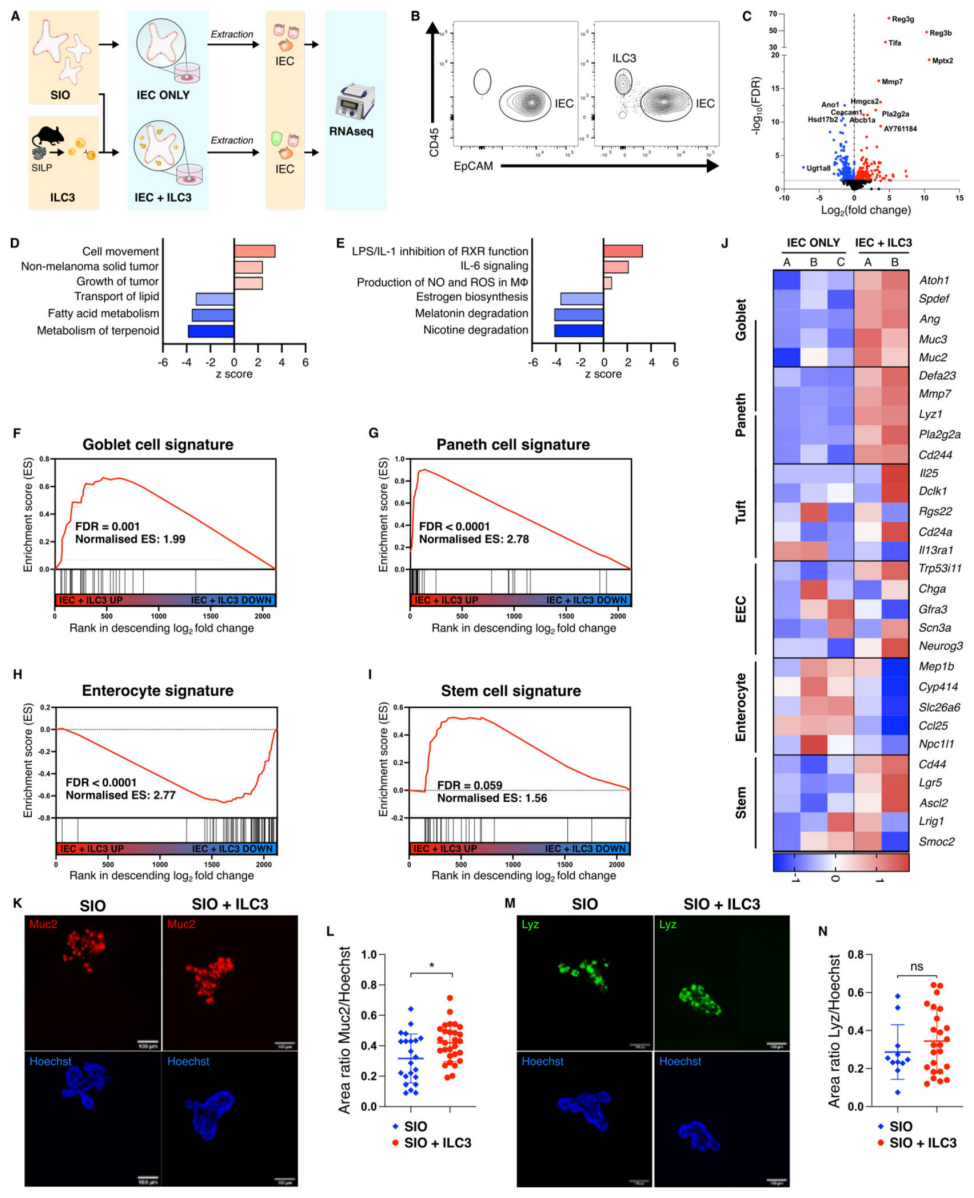

**Figure 2:**
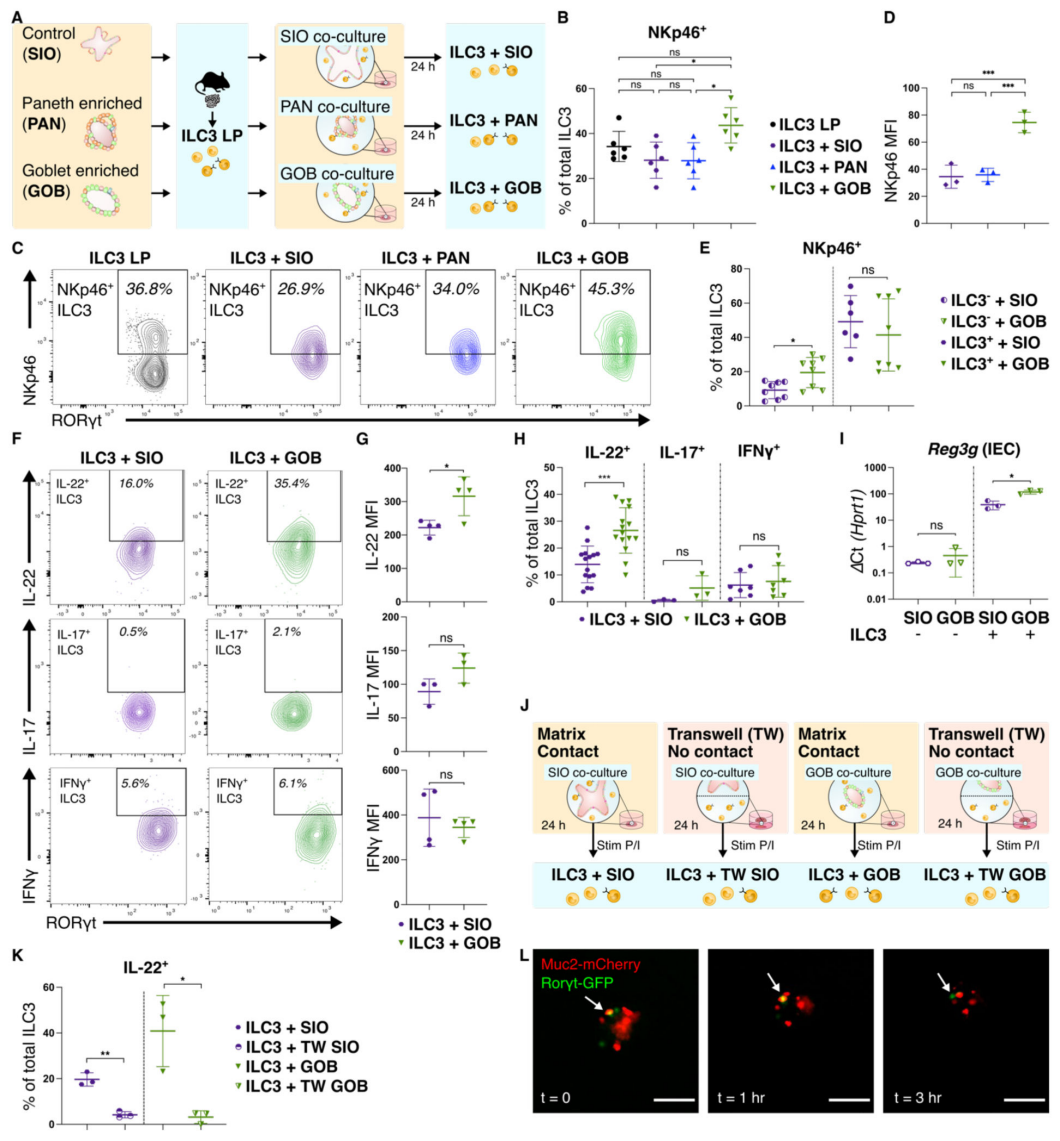

**Figure 3:**
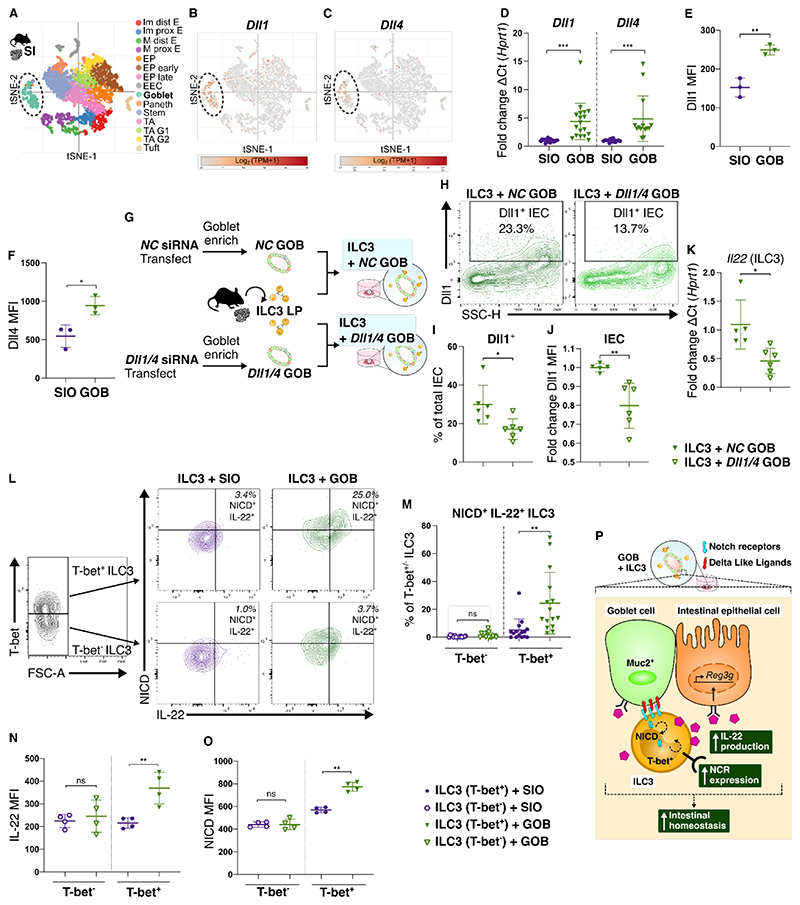

**Figure 4:**
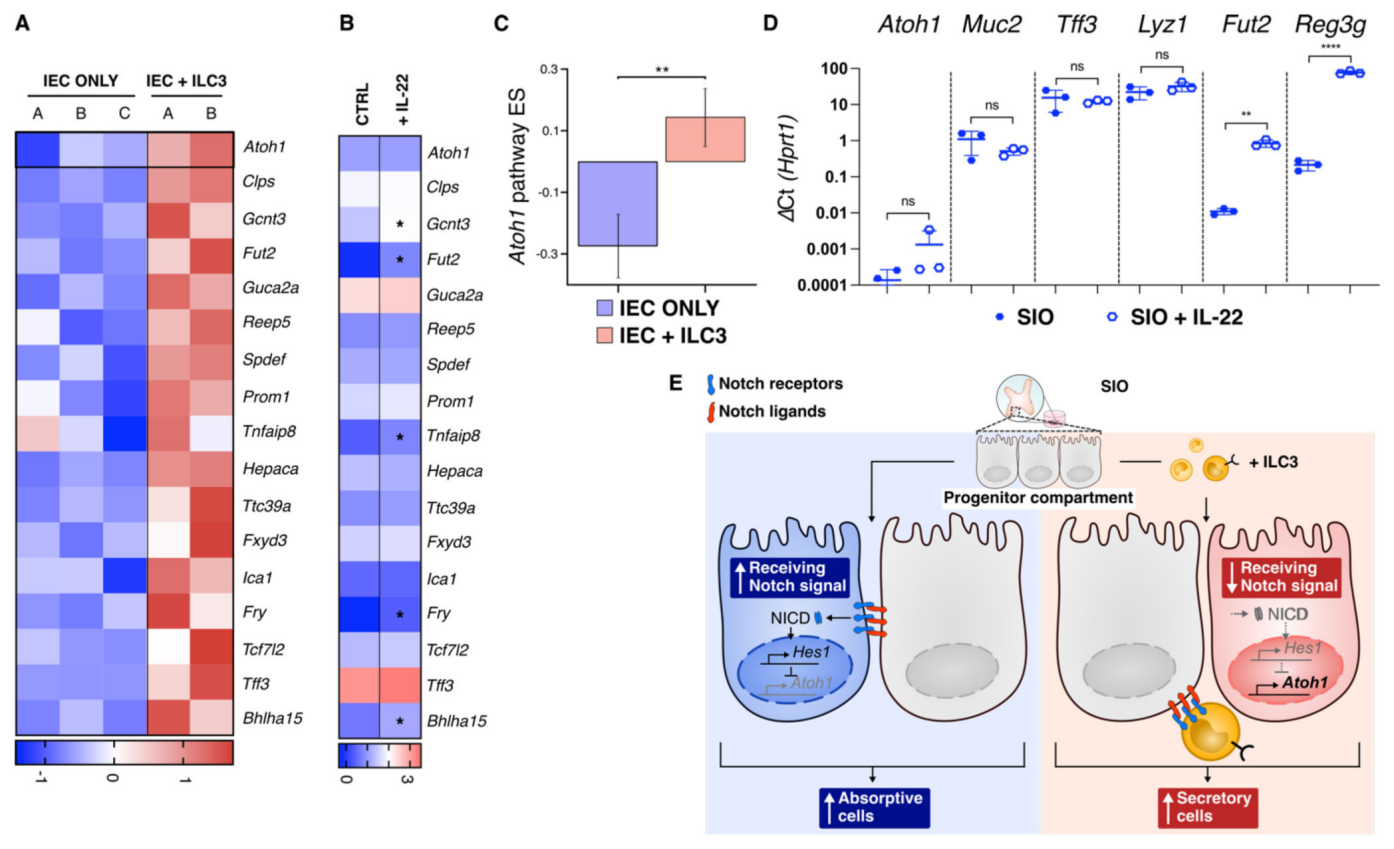

## Data Availability

RNAseq data will be made accessible in publicly available databases upon publication.

How the deposited data were processed for this re-analysis (not part of the article)

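The data are RNA-seq counts of IEC sorted from mouse small intestinal organoids after 4 days of co-culture with ILC3, in 3 libraries of this condition (IEC + ILC3 A, B and C). The labels call them biological replicates; p-values measure the spread between these libraries. Libraries A and B were used by the paper and C was left out by it, without a reason in the paper's text. IEC ONLY libraries were not analysed here, so no comparison of IEC + ILC3 with IEC ONLY, pathway analysis, GSEA or GSVA was run.

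The authors trimmed reads with Trimmomatic 0.39 and quantified transcripts with Salmon 0.14.1, versions that the submitters' processing notes also give, and summed transcripts to genes with tximport. The deposited values are estimated counts per Ensembl gene, already in whole numbers, and no rounding was needed. The table has 35824 genes, of which 35436 received a symbol from GENCODE M21, an annotation of GRCm38. The 388 genes without a symbol held at most 0.07% of the counts of a library and stayed in the totals. Coordinates, transcript lengths and GC content come from GENCODE M21, while the authors' counts rest on Ensembl release 98 of the same genome build, and lengths of gene models were not compared between the releases. Of 61 gene names that the paper uses for this experiment, 59 were found; Cd244 and Hprt1 were matched through synonyms to Cd244a and Hprt, after no exact match was seen, and the names printed as Cyp414 and Hepaca were not matched.

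Counts were scaled to CPM with TMM factors from edgeR 4.0.16 in R 4.3.3. Total counts were 17946361, 23142849 and 28913885. A count of 3, used per library as the floor for a gene at 0, was 0.105 CPM in C. Exact Poisson intervals at 95% cover counting error only, since reads without molecular identifiers are not independent molecules. Means are given with the SD over A and B, then over A, B and C. The chi-square per gene between A and B was 77.5, far above sampling noise, so they are not copies of 1 library; this does not show that they came from separate cultures.

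Library C was compared with A and B by edgeR's quasi-likelihood test on genes kept by filterByExpr, with Benjamini-Hochberg adjustment at 0.1, the paper's threshold. One library against a pair leaves 1 residual degree of freedom per gene, C is taken to vary like A and B, and the result compares these libraries, not conditions. The standard error is the size of the log2 fold change divided by the square root of the F statistic. On simulated counts for this comparison, with 200 of 13357 genes changed in each of 3 runs, the test recovered 19.3% of changes of 4-fold and 85% of changes of 16-fold, and 6.57% of its calls were false. These rates describe the simulated counts, and whether they carry over to each real gene was not tested. Dusp1, for one, was called at 2.04-fold (log2 fold change 1.02, standard error 0.28). A gene with a large standard error that was not called may still differ by 4-fold.

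Before the data were examined, 20 gene lists were written: goblet, Paneth, enterocyte, stem, tuft, enteroendocrine, proliferation, IL-22 and antimicrobial response, Notch pathway, ILC3 and lymphocyte, B cell and myeloid, stroma, dissociation and heat shock stress, ER stress and unfolded protein response, interferon response, MHC class II, regenerative epithelium, lipid metabolism and transport, xenobiotic metabolism, and a sex-linked check. For each list the CPM were summed, and the median of log2(CPM + 1) in C minus the mean of A and B was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Such a percentile describes these libraries and is not a p-value. Genes were named by a rule set beforehand: the genes the paper names, the 10 most abundant in A and B, the 10 with the largest fold change in each direction among genes called in C with C outside A and B, the 3 most abundant members of each list, and the 3 members with the largest change of each list at or beyond the 2.5th or 97.5th percentile. Some genes that the rule names are not reported here.

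Alternatives set beforehand were DESeq2 size factors, plain totals, totals without mitochondrial genes, CPM per kilobase, other filters on low counts, a threshold of 0.05, the Wald test of DESeq2 1.42.0, pseudocounts of 0.5 and 5, and leaving out each library. Removal of trends with transcript length and GC content, by loess with a span of 0.5, was added after the data were seen, though before its own results were. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.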

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

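Library C holds data that the paper did not analyse, and the abundant genes at the end lie outside those it discusses. The tests of sequencing depth, lost transcripts, RNA of other cells, both trends together and the goblet genes were chosen after the values had been seen. The length and GC tests were added after gene levels had been seen, with a bound on rho and a bound on the calls written before those values were computed. For length both values fell between the bounds, while for GC the calls met the bound for a cause (46.9% of their number with the trend removed) and rho did not. The criterion applied here, whether over 10% of the calls were still made, was also chosen afterwards, as was the count of fold changes kept.

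In library C, 185 genes were higher and 707 lower than in A and B out of 13604 (adjusted p under 0.1, edgeR's quasi-likelihood test). The 10 largest losses among genes named by the rule include Ankrd52, at least 547-fold lower, and the tuft cell channel Trpm5, at least 217-fold lower, both at 0 in C against a floor of 3 counts per library. At the other end Wnt5b was at 7.03 CPM and Adcy1 at 6.64 CPM in C and at 0 in A and B, at least 42.9-fold and 40.5-fold higher. Actb, the cytoskeletal actin, was at 6502 CPM in A and B and 1114 in C (log2 fold change -2.55, adjusted p = 0.0180 from edgeR). The median log2 fold change of all genes was -0.10 in this comparison.

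Several technical explanations were weighed for the gap between C and the other libraries. Low depth is excluded as C had the most counts and, thinned to the total of A, still had at least 10 counts for only 11647 genes against 12549 in A, and RNA of ILC3 is argued against by a sum of 46.6 CPM in C for the ILC3 and lymphocyte list, against 66.8 in A and 78.4 in B. Fold changes in C correlated across genes with transcript length (rho -0.18) and GC content (rho -0.14), genes not being independent replicates. For B over A, rho was -0.011 with length and 0.15 with GC content, so a GC trend of similar size was not particular to C. In the test of C, 634 genes were called with the length trend removed (582 of them among the original 892) and 418 with the GC trend removed (413 among them). With both removed 170 were called, 167 of them among the 892, yet 689 of the 892 kept at least 80% of their log2 fold change (median size 2.37 before and 2.08 after), so many calls ended because the adjusted p rose and the trends may account for only part of the gap. Loss of transcripts in a library of low complexity stays open and is consistent with 79 genes at 5 CPM or more in A and B and under 0.1 CPM in C, against 3 such genes for A and 0 for B, although Actb lies far above that range; the 3 libraries share their labels, so no biological explanation was tested.

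Goblet genes parted from each other in C. Muc2, Clca1, Fcgbp, Zg16, Sytl2 and Tpsg1 were lower, while Agr2 was at 405 CPM in A and B and 586 in C, Spink4 at 409 and 650.2 CPM and Ang4, also in the Paneth list, at 632 and 863 CPM, all without a call. Over 24 members the fold changes ran with transcript length (rho -0.44, two-sided permutation p = 0.0311, 0.0622 adjusted over 2 tests) and not with GC content (rho -0.056, permutation p = 0.795), so length may account for a part. Fcgbp, at -1.64 on the log2 scale, was at -1.33 with the length trend removed, -1.38 with the GC trend removed and -0.70 with both, where its call ended. Both trends together are not enough for the 6 lower genes as a set, whose median was -2.26 before and -2.34 after removal. Muc2, whose annotated length of 2926 bases is short for a gel-forming mucin and so leaves its correction uncertain, Clca1 and Zg16 were still called, and what lowered them stays open, since neither a smaller share of mature goblet cells nor loss during library preparation was tested for these genes.

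The tuft list had the lowest median in C of the 20 lists set beforehand, a log2 difference of -1.16 (0.04th percentile of matched random lists) and 6 of 19 tested members lower, 8 when adjusted over the list alone. Trpm5 was at 16.3 CPM in A and 29.2 in B and Dclk1 also above 0 in both, and both genes were at 0 in C. The enteroendocrine list had a median of -0.57 (0.71st percentile), with 1 of 21 members called, the ghrelin gene Ghrl, at 21.2 CPM in A, 53.2 in B and 1.08 in C (also 1 adjusted over the list alone). Its sums were 809, 910.0 and 757 CPM, and Chgb, its most abundant member, was at 533 CPM in A and B and 520.2 in C. The xenobiotic metabolism list had a median of 0.35 (98.03rd percentile) with 1 of 29 members higher, the glutathione transferase Gstm3 (6 higher and 1 lower adjusted over the list alone). Against A alone that median was -0.083, and the median of B against A was -0.76, so the higher median in C rested on library B. The tuft median was -0.41 with a pseudocount of 5 and -0.14 over genes with at least 10 counts in every library, a filter that drops the genes at 0 in C, and the enteroendocrine median was -0.88 with a pseudocount of 0.5, -0.16 with 5, -0.31 with that filter and -0.31 without library A. The call for Gstm3 was lost with DESeq2 size factors and with either trend removed, where its log2 fold change was 1.43 (length) and 1.69 (GC) against 1.58 before. Reg3g, the antimicrobial lectin, was at 15814 CPM in C, the most abundant gene of that library.

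Abundant genes that the paper does not discuss, as means over A and B, were the mitochondrial mt-Co1 at 10235 CPM, the mucosal scavenger protein Dmbt1 at 9321, the elongation factor Eef1a1 at 8361, the crypt gene Olfm4 at 6918, Actb at 6502, the defensin Defa24 at 5200.0 and the keratin Krt8 at 5140 CPM. Each lies above the level that a count of 0 allows.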

How the results depend on the processing

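No paired analysis was possible because all 3 libraries belong to a single condition. Leaving out A or B makes C a comparison of 1 library with 1, which has no residual degrees of freedom, so no count of calls is given without them. The count of 892 genes called in C (185 higher, 707 lower) moved most with the settings: 276 (15 higher, 261 lower) at a threshold of 0.05, 2402 (825 and 1577) with no filter beyond 1 count, 1737 (445 and 1292) with the DESeq2 Wald test, and, in settings added after the data were seen, 418 (70 and 348) with the GC trend removed and 170 (22 and 148) with both trends removed. With at least 10 counts in every library the total was 1030, of which 344 were higher. The median fold change over all genes was -0.25 without the filter and -0.24 with DESeq2. The cause was not tested, apart from the stricter threshold, which can only lower the count. DESeq2 size factors gave 709, leaving out mitochondrial genes 871 and removing the length trend 634. The xenobiotic median in C, 0.35, was 0.73 without library A and reversed to -0.083 without library B. The list summed to 17938 CPM in A, 10869 in B and 18882 in C, so most of the difference lay in B. Why B was lower was not tested. Leaving out A or B moved the sums from 3537 to 4533 CPM for goblet, 18846 to 27362 for Paneth, 9104 to 14847 for enterocyte and 8328 to 10268 for stem genes. The medians in C then ranged from -0.12 to -0.04 for goblet, -0.07 to 0.38 for Paneth, -0.32 to 0.21 for enterocyte and -0.04 to 0.08 for stem genes, and only the goblet sign was the same in both. DESeq2 size factors, plain totals and totals without mitochondrial genes moved these sums and the spread between A and B by less than the difference between libraries. CPM per kilobase, a different unit, moved levels further. Over A and B, Defa24 of the Paneth list went from 5200 CPM to 12410 CPM per kilobase. Olfm4 of the stem list went from 6918 CPM to 2470 CPM per kilobase. Depth limits genes near the floor, such as Il25.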

Differences from the paper's values

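The paper states no level for single genes of this experiment that could be set beside the values here, and its counts against IEC ONLY were not recomputed. The order of libraries A and B in its heat maps was read by eye. In Fig. 1J, 26 of 27 markers had the same order here; the exception was Cd44, shown higher in B, with 59.3 CPM in A and 55.6 in B here. In Fig. 4A, 13 of 16 genes had the same order; Reep5 is shown higher in B, with 19.8 CPM in A and 18.2 in B here, while Tnfaip8 and Ica1 are shown higher in A, with 14.4 and 34.7 CPM in A and 16.0 and 35.9 in B here.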

Other observations

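The comparisons of B with A and the ribosomal protein list were chosen after the values had been seen, as was the test of other cells below; the other lists were set beforehand.

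The IL-22 and antimicrobial response list took 40484 CPM in A, 39476 in B and 38969 in C, 4.13%, 3.91% and 3.86% of the counts. Reg3b, Reg3g and Dmbt1 made up most of it, and 2 of 23 tested members were lower in C (also 2 adjusted over the list alone): the iron-binding Lcn2, at 10.1 and 13.3 CPM in A and B and 0 in C, and the IL-22 receptor chain Il22ra1, at 3.17, 10.9 and 0.175 CPM. In the Notch pathway list (1064, 1175 and 1171 CPM) 3 of 21 tested members were lower in C and 0 higher (3 lower and 1 higher adjusted over the list alone): the ligand Dll1 at 55.7, 64.9 and 20.0 CPM (log2 fold change -1.59, standard error 0.33, adjusted p = 0.0546 from edgeR), the receptor Notch1 at 44.9, 43.2 and 15.9 CPM (log2 fold change -1.47, standard error 0.35, adjusted p = 0.0744 from edgeR) and the co-activator Maml1. The call for Notch1 ended with length and GC trends removed, where its log2 fold change was -0.49, and that for Dll1 ended at -1.22. Dll4 was at 15.0 CPM in A and B and 8.01 in C, and the Notch target Hes1 at 96.1 CPM in A and B and 168 in C, both without a call. Proliferation genes summed to 3062, 3212 and 3522 CPM with 0 of 20 members called. Genes of ER stress and the unfolded protein response summed to 4730, 4982 and 5994 CPM with 0 of 19 called, against 2 higher and 1 lower when adjusted over the list alone.

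In the regenerative epithelium list (2041, 2477 and 2914 CPM) the annexins Anxa1 (57.6, 79.2 and 229 CPM) and Anxa3 (34.7, 34.3 and 90.02 CPM) were higher in C and Sprr1a lower (2 higher and 2 lower adjusted over the list alone). In the dissociation and heat shock stress list (9002, 9437 and 10566 CPM) Dusp1 was higher in C and Hspa1a lower, also when adjusted over the list alone. Interferon response genes were low (225, 266 and 191 CPM), with Irf1 lower in C (120.7, 144 and 58.2 CPM) and 1 higher and 1 lower adjusted over the list alone. Lipid metabolism and transport genes summed to 6332, 4799 and 6123 CPM with Angptl4 lower in C (also 1 adjusted over the list alone), and xenobiotic metabolism genes to 17938, 10869 and 18882 CPM, led by the alcohol dehydrogenase Adh1 at 1889 ± 674 CPM (SD, n = 2). MHC class II genes were near the floor (4.97, 1.92 and 1.26 CPM), with 0 of 2 tested members called. Markers of other cells were scarce, as the EpCAM-positive, CD45-negative sort would leave them: the ILC3 and lymphocyte list summed to 66.8, 78.4 and 46.6 CPM, with Cytip lower in C (3 lower adjusted over the list alone), the B cell and myeloid list to 78.2, 53.6 and 68.9 CPM, most of it Ctss, with Cd79b lower in C, and the stroma list to 6.29, 10.9 and 2.06 CPM, with Vim lower in C. With length and GC trends both removed, the adjusted p of Anxa1, Anxa3, Sprr1a, Irf1 and Il22ra1 rose above 0.1 and that of Lcn2 did not. The log2 fold changes of those 5 went from 1.74 to 1.48, 1.38 to 1.17, -1.63 to -1.77, -1.19 to -1.20 and -5.28 to -5.06, so their calls ended through the adjusted p more than through the fold. The sex-linked list, of 4 matched Y-linked genes, was at 1.42, 2.83 and 1.75 CPM.

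Libraries A and B, of the same label, differed in several lists. Of 29 tested enterocyte genes 28 were lower in B (median log2 difference -0.53, below every one of the matched random lists), as were 28 of 29 xenobiotic genes (-0.76) and 20 of 26 lipid genes (-0.34), while 20 of 25 Paneth genes were higher (0.48), 14 of 20 stem genes were higher (0.34), 11 of 13 regenerative epithelium genes were higher (0.56) and 77 of 78 ribosomal protein genes were higher (0.86). The goblet (0.17), enteroendocrine (0.13) and tuft (0.31) medians lay within the central 95% of matched random lists. Ribosomal protein genes summed to 31572 CPM in A, 53607 in B and 28778 in C. Their median in C was -0.56 against A and B (below every one of the matched random lists), -0.12 against A alone and -0.98 against B alone, with 1 of 78 called and 0 adjusted over the list alone, so that most of the difference lay in B. With 1 library against 1, the comparison of B with A has no replicate check. For the enterocyte genes, length and GC trends are argued against, as the median was -0.60 with either removed (-0.603 for both settings), and RNA of other cells is argued against, as their 3 lists summed to 139 CPM in B, against a fall of 5743 CPM. A difference in the share of mature enterocytes between the cultures may underlie it as a hypothesis; it was not tested, and the labels do not separate A from B. The Paneth median was 0.19 with the length trend removed.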
